A study of Mus musculus with 12 samples. Its data were reported in "Inaccessible LCG Promoters Act as Safeguards to Restrict T Cell Development to Appropriate Notch Signaling Environments" (2021).

How the data were processed

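DNase-seq measures where chromatin is open: nuclei are digested with DNase I, short fragments cut on both sides are sequenced, and places with many cuts are called as peaks, or DNase I hypersensitive sites (DHSs). The 12 libraries came from mouse haematopoietic cells. LSK cells are marrow stem and progenitor cells that lack lineage markers and carry SCA1 and KIT. DN1, DN2a and DN2b cells are successive early T cell precursors, sorted from LSK cells cultured on immobilized Notch ligand Delta1. The IgG group is the control culture of LSK cells on immunoglobulin, with no Notch ligand. Groups were taken from the labels, with 3 LSK, 2 DN1, 2 DN2a, 2 DN2b and 3 IgG libraries. According to the methods, DN1 cells came from cultures without IL-7 and both DN2 populations from cultures with IL-7, so DN2 and DN1 libraries differ in IL-7 as well as in stage. The methods also state that the DN1, DN2a and DN2b cells were taken from each LSK replicate, so libraries of these groups can share an isolate. The labels do not say which do, and every test treats libraries as independent and exchangeable. Replicate numbers here follow deposition order and only name a library.

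The authors trimmed adapters, aligned paired-end reads to mm10 with bwa, and called peaks with hotspot2 at a false discovery rate of 0.05, 1 list per library without pooling of replicates. Each deposited list gives a chromosome, a start, an end and 1 score per peak. The deposited score is a whole number from 1 to 150, reached 150 in every library, and has no stated meaning, so it was used only to rank peaks within a list. Every peak was 150 bp wide. The lists carry no read totals, so sequencing depth is unknown. The number of peaks, from 32977 to 111657 on all chromosomes, stands in its place as the only visible measure of how much was called. A caller finds more peaks in a deeper or better digested library, so a peak missing from a short list is weaker evidence of closed chromatin than one missing from a long list.

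Main results used autosomes and the X chromosome. Chromosome Y and the mitochondrial genome held 0.0622% of peaks. Consensus DHSs were regions formed by merging the peaks of all 12 libraries where they overlapped by at least 1 bp. A DHS was present in a group when at least 2 replicates had a peak in it. A promoter was open when the midpoint of a peak lay within 1 kb of the start site of a protein-coding gene, taken as the 5' end of the gene record in GENCODE release M21 (21755 genes on these chromosomes). The study used an earlier release. The observed/expected CpG ratio was the number of CpG times the sequence length over the product of the numbers of C and G, in 2 kb of GRCm38 (the assembly behind mm10) centred on the start site. No peak ran past the end of a chromosome of that assembly. No pair of lists was identical. Regions prone to high signal in all libraries were not removed. Coordinates are mm10 and 1-based.

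Peak numbers and promoter shares were compared across the 5 groups by the share of variance between groups (eta squared), with an exact permutation test over all 138600 divisions of the libraries into groups of these sizes. Similarity was the Jaccard index, the bases covered by both lists over the bases covered by either, and the mean within groups minus the mean between groups was tested over the same divisions, one-sided towards more similar replicates. DHSs open in every library of one set and in no library of another were counted and set against 100 splits of the 12 libraries drawn with a fixed seed, the real split included. For Delta1-cultured against other libraries, each other split was given the larger of its counts in either direction. For pairs of groups every split was counted. Such pairs have 3 or 10 splits, so the smallest share they can give is 0.333 or 0.1. CpG ratios were compared between promoter sets with a two-sided Mann-Whitney statistic and 100000 permutations. The numbers of open promoters in 3 lists of 20 genes (T lineage, HSPC for stem and progenitor cells, and myeloid) were compared between the 4 DN2 libraries and the other 8 by a two-sided exact permutation test, with Benjamini-Hochberg adjustment over the lists. Shares have 95% Wilson intervals, which cover counting error only.

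The groups, tests, gene lists, main settings and most alternatives were fixed before the data were examined. So was the rule for named items. It takes the 6 genes whose tracks the study drew, the 5 promoters with the highest median within-library score percentile in each of 3 sets (opening at DN2b, opening at DN1, open in all LSK and IgG libraries and no Delta1-cultured library), and the 3 highest consensus DHSs in each of 3 patterns. One promoter chosen by this rule is not reported here. The alternatives were equal list lengths (the 32952 highest-scoring peaks of each library), a stricter threshold (the upper 50% of each list by score), all chromosomes, each library left out in turn, merging at 50 bp of overlap or within 150 bp, presence in 1 or in every replicate, Jaccard over DHSs, promoter windows of 500 bp and 2.5 kb, all protein-coding start sites, 1 exception in patterns or comparison groups, 1-kb CpG sequence and a test of means. Counting overlapping promoters once, and equal lengths together with the 500 bp window, were added after the data were seen. The study's differential accessibility test and its expression criterion need reads and RNA data that were not used here.

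Functions were tested on simulated data. With lists of the real lengths drawn from independent sites, 198119 regions in all, the 200 DHSs planted for each pattern were all recovered, and chance added 122 for the Delta1-cultured pattern, 211 for the DN2 pattern and 0 for the LSK and IgG pattern. With no effect, 4% of 200 simulations of the 5-group test and 7.5% of 200 simulations of the DN2 test gave a p-value under 0.05. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.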

Results

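Open chromatin was mapped by DNase-seq in 12 libraries of mouse cells on the way from the haematopoietic progenitor to the early T cell precursor. There were 3 libraries of freshly isolated LSK cells, 2 each of DN1, DN2a and DN2b cells from culture on the Notch ligand Delta1, and 3 of LSK cells cultured on IgG without ligand. The study asked which promoters open only under strong Notch signalling. Read depth is unknown, since each library is a list of peaks, and list length differed 3.39-fold between the shortest and the longest. The main comparisons are therefore given on the lists as deposited and again at equal list lengths, with the 32952 highest-scoring peaks of every library.

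The number of peaks was 56930 ± 4729 (SD, n = 3) in LSK, 82914 ± 19124 (SD, n = 2) in DN1, 63104 ± 7601 (SD, n = 2) in DN2a, 86533 ± 35425 (SD, n = 2) in DN2b and 35991 ± 2632 (SD, n = 3) in IgG. Replicates of DN2b held 61484 and 111582 peaks, a wider spread than separated most group means. Groups accounted for a share of 0.707 of the variance in peak number, which did not pass 0.05 (exact permutation test, p = 0.0565). Leaving out DN2b replicate 1 moved that share most, to 0.919.

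Promoters of protein-coding genes took 24.9% ± 1.45 (SD, n = 3) of peaks in LSK, 21.0% ± 2.01 (SD, n = 2) in DN1, 24.5% ± 1.29 (SD, n = 2) in DN2a, 23.1% ± 4.50 (SD, n = 2) in DN2b and 30.1% ± 0.901 (SD, n = 3) in IgG. In single libraries the share ran from 19.6% (95% interval 19.3% to 19.8%) in DN1 replicate 1 to 31.0% (30.5% to 31.5%) in IgG replicate 2. The groups differed (share of variance 0.785, exact permutation test, p = 0.0167), though without IgG replicate 2 the test gave p = 0.0626. The order changed at equal list lengths. IgG then had the lowest share, 31.8% ± 0.742 (SD, n = 3), and DN2b the highest, 35.9% ± 0.0107 (SD, n = 2), with a between-group share of variance of 0.832 (exact permutation test, p = 0.00714).

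**Figure D1:**
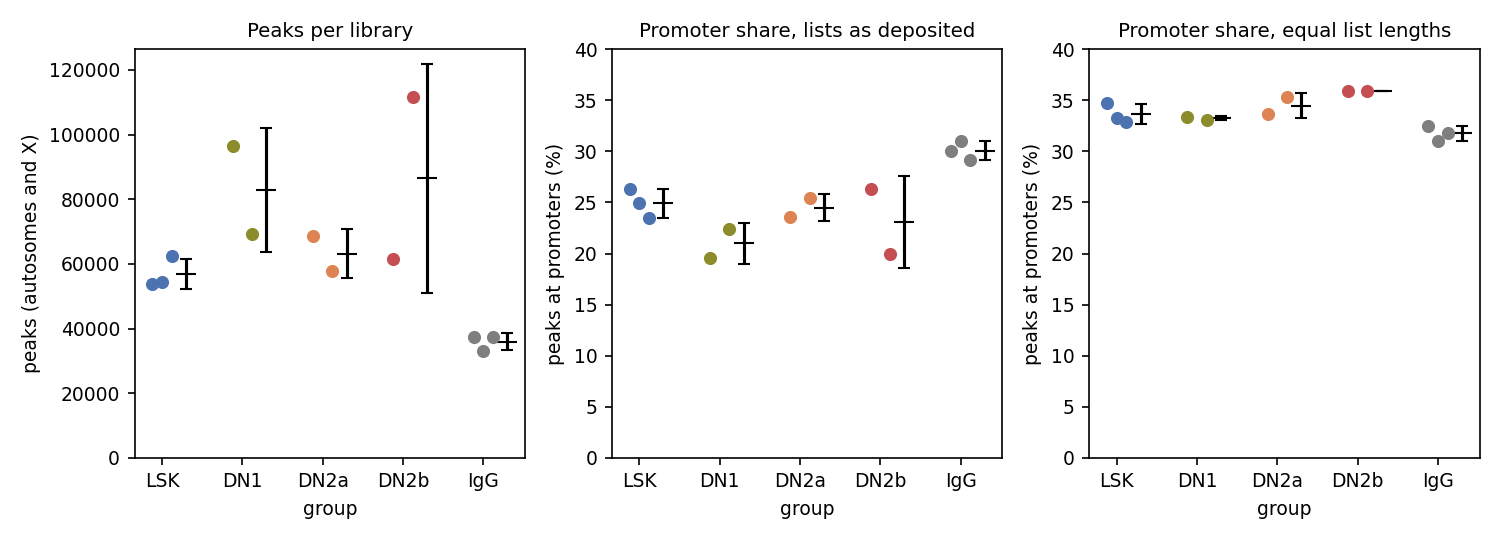
Peaks per library (left, number of peaks) and percent of peaks at promoters for lists as deposited (middle) and at equal list lengths (right), with 1 coloured point per library and the group mean and SD in black to its right. IgG has the fewest peaks and the highest promoter share as deposited (30.1%), and the lowest share at equal lengths (31.8%).

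Replicates were more alike than libraries of different groups. The Jaccard index over covered bases averaged 0.464 ± 0.0397 (SD) over 9 pairs of replicates and 0.298 ± 0.0844 (SD) over 57 pairs from different groups, a difference of 0.166 (exact permutation test, p = 1.44e-05). At equal list lengths the difference was 0.184 (p = 7.22e-06 in the exact permutation test, the smallest that 138600 divisions can give). Similarity to LSK at equal lengths fell from 0.447 ± 0.0184 (SD, 6 pairs) for DN1 to 0.398 ± 0.0166 (SD, 6 pairs) for DN2a, 0.357 ± 0.00726 (SD, 6 pairs) for DN2b and 0.313 ± 0.0128 (SD, 9 pairs) for IgG. As deposited the order was the same, at 0.379 ± 0.0158 (SD, 6 pairs), 0.356 ± 0.0236 (SD, 6 pairs), 0.305 ± 0.0280 (SD, 6 pairs) and 0.263 ± 0.0147 (SD, 9 pairs). DN2a and DN2b averaged 0.535 ± 0.0136 (SD, 4 pairs) with each other at equal lengths, against 0.567 for the single pair of DN2a replicates and 0.598 for the single pair of DN2b replicates. As deposited these 2 populations were not separated. DN2a and DN2b averaged 0.414 ± 0.0399 (SD, 4 pairs), above the 0.385 of the DN2b replicates, and 1 of those pairs (0.461) lay above the 0.446 of the DN2a replicates.

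**Figure D2:**
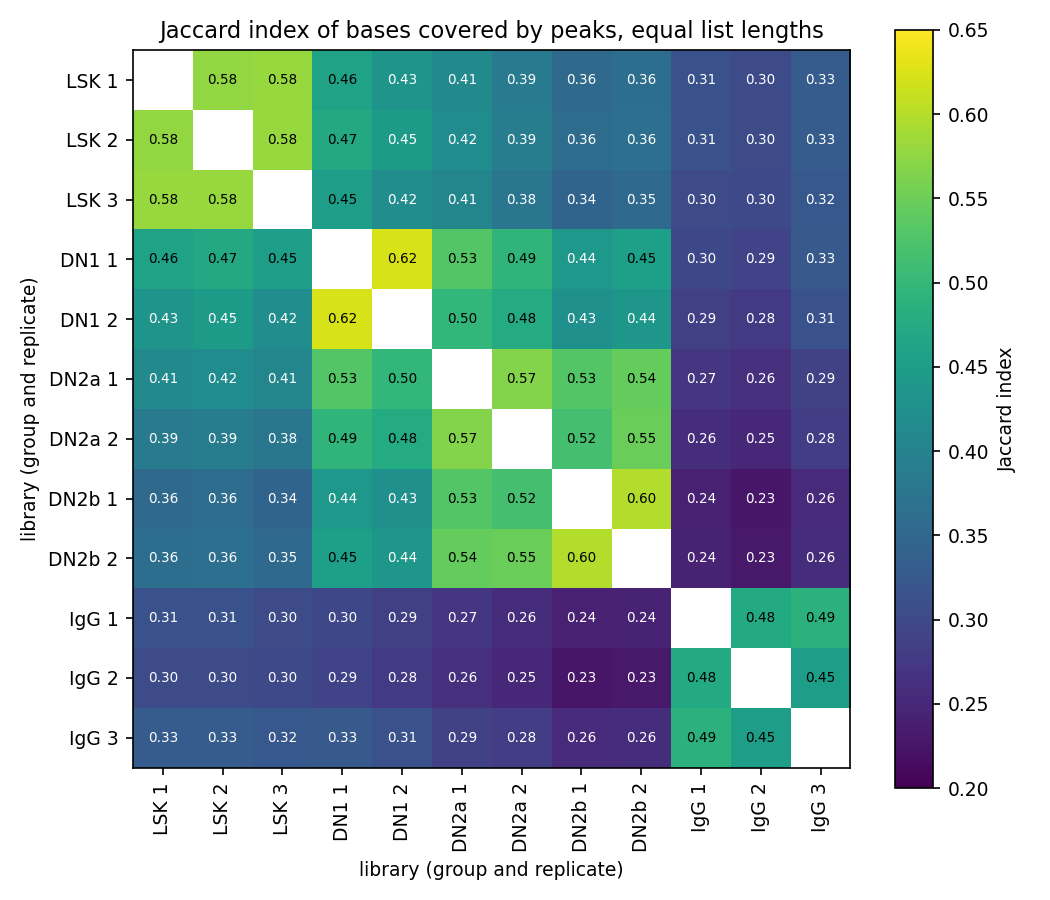
Jaccard index of the bases covered by peaks for every pair of the 12 libraries at equal list lengths, with libraries on both axes by group and replicate. Pairs of replicates lie between 0.451 and 0.623, and pairs from different groups between 0.228 and 0.548.

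Merging the peaks of all libraries gave 170207 consensus DHSs, with 28014 (16.5%, 95% interval 16.3% to 16.6%) at promoters. Of all consensus DHSs, 55680 (32.7%) came from a single library and 13068 were found in all 12. With equal list lengths there were 76883. To ask how the set of open sites changed along the pathway, each DHS was scored as present in a stage when at least 2 replicates had it. LSK had 52594, DN1 60183, DN2a 44660 and DN2b 55112 by that rule, and 27965 were shared by all 4 stages. DN1 had 19668 DHSs not present in LSK (32.7% of its own). DN2a had 4957 not present in LSK or DN1 (11.1%), and DN2b had 8727 not present in any earlier stage (15.8%). These counts changed with list length and with single libraries. At equal lengths the gains were 6267, 3791 and 3262, and without DN2b replicate 1, where 1 library stood for DN2b, the gain at DN2b was 47023.

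Sites that separated all libraries grown with Delta1 from all libraries grown without it were counted next. There were 3226 DHSs with a peak in all 6 DN1, DN2a and DN2b libraries and in no LSK or IgG library, against a highest count of 346 for the other 99 splits drawn into 6 and 6. The reverse pattern, all LSK and IgG libraries and no Delta1-cultured library, held 168 DHSs. The highest count in other splits was 346, but each of those was the larger of the counts in either direction, and 168 is not. DHSs in all 4 DN2 libraries and in none of the other 8 numbered 1291, against a highest count of 387 in other splits. With equal list lengths the 3 counts were 1417, 342 and 1524. Promoters made up 7.28% (95% interval 6.44% to 8.23%) of the DHSs gained with Delta1 and 16.6% of all other DHSs (Fisher's exact test across sites, which are not replicates, p = 8.52e-55). In the LSK and IgG pattern the promoter share was 7.74% (4.58% to 12.8%, Fisher's exact test across sites, p = 0.00120), and in the DN2 pattern 4.80% (3.76% to 6.11%), so a low share was not particular to DHSs gained with Delta1. With equal lengths the shares were 7.13% for Delta1, 11.99% for LSK and IgG and 6.76% for DN2, against 21.7%, 21.5% and 21.7% of all other DHSs.

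The DHS with the highest median score percentile in the Delta1 pattern lay on chromosome 11 from 3157517 to 3157706, in an intron of Sfi1. It sat in an exceptionally crowded region, with 90 consensus DHSs within 50 kb, of which 38 were open in all 12 libraries. The next was on chromosome 2 from 11623217 to 11623386, between genes, 19.4 kb upstream of the Il2ra start site and 2.96 kb from that of Gm17490, the nearest protein-coding gene. Then came a DHS in an intron of Osbpl3 on chromosome 6 (50416957 to 50417146), which kept its peak in 4 of 6 libraries at equal lengths. In the DN2 pattern the top DHSs were in an intron of Nsg2 on chromosome 11 (32013657 to 32013886), 7.61 kb from the Supt4a start site on the same chromosome (87745077 to 87745246), and between genes on chromosome 13 (19357397 to 19357586), 38.3 kb from the start of Stard3nl. The top DHSs of the LSK and IgG pattern lay in an intron of Gramd1b on chromosome 9 (40321517 to 40321766), 3.76 kb from the start of Lrrc8d on chromosome 5 (105696117 to 105696306), and in an exon of the non-coding gene 4833427F10Rik on chromosome 17 (35776917 to 35777166).

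Stages were then compared in pairs, counting DHSs open in every library of one group and none of the other. From LSK to DN1, 13229 DHSs were gained and 1988 lost. From LSK to DN2b, 15424 were gained and 4653 lost. From DN2a to DN2b, 6442 were gained and 908 lost. Gains and losses at equal list lengths came close to balance, with 4295 and 3340 from LSK to DN1, 7223 and 5628 from LSK to DN2b, and 2003 and 1995 from DN2a to DN2b. In 9 of the 10 pairs of groups the real split gave more differing DHSs than any other split of the same libraries. The exception was DN2a with DN2b, where 7350 DHSs differed as deposited, fewer than the 8527 found with DN2a replicate 1 and DN2b replicate 2 placed together. At equal lengths the real split of that pair gave 3998 and the highest other split 1483.

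**Figure D3:**
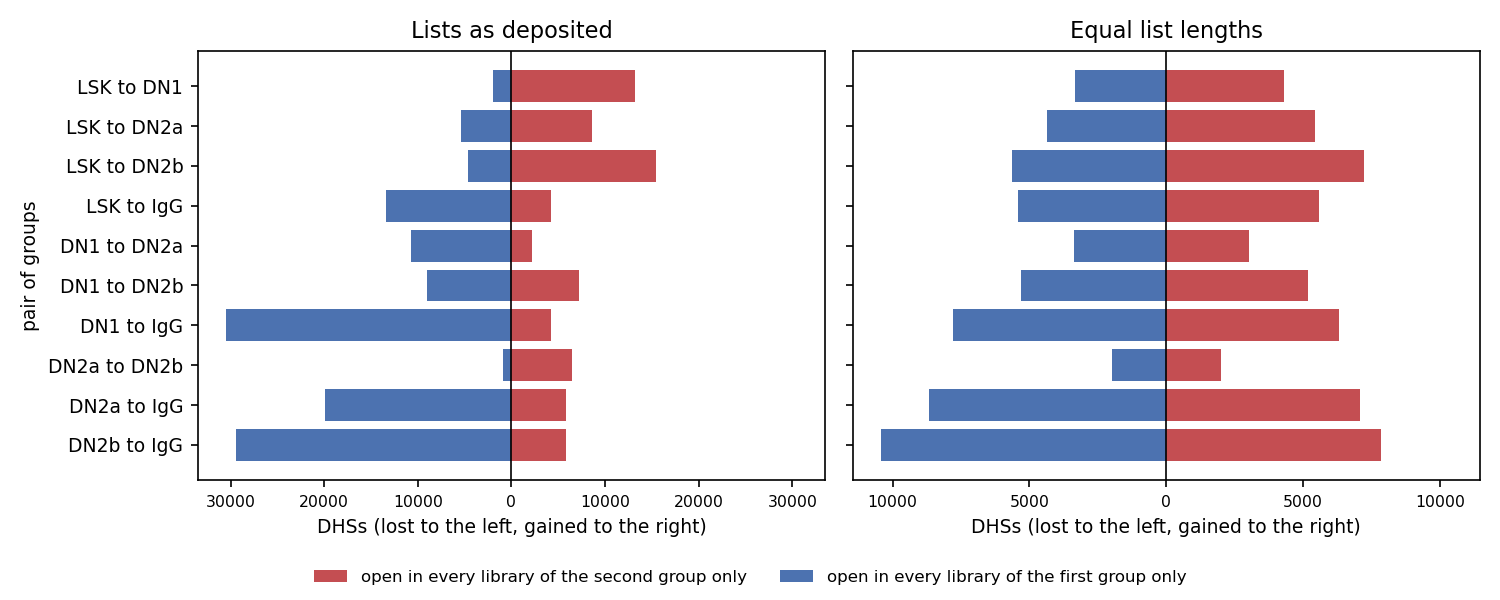
DHSs lost (blue, left) and gained (red, right) between each pair of groups, for lists as deposited and at equal list lengths, counted as open in every library of 1 group and in no library of the other. The bars for LSK to DN1 are 1988 lost and 13229 gained as deposited, and 3340 and 4295 at equal lengths.

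To ask whether promoters that open late have fewer CpG than those that open early, promoters were split by stage of opening. Promoters open in both DN1 libraries and in no LSK or IgG library numbered 202. Those open in both DN2b libraries and in no LSK, DN1 or IgG library numbered 127. At equal list lengths there were 83 and 121, of which 39 and 18 belonged to the sets from the lists as deposited. The mean CpG observed/expected ratio was 0.458 ± 0.241 (SD, n = 127 promoters) for promoters opening at DN2b and 0.328 ± 0.212 (SD, n = 202 promoters) for those opening at DN1, higher by 0.129 at DN2b (permutation test across promoters, p = 1e-05, the smallest that 100000 permutations can give). At equal lengths the means were 0.425 ± 0.230 (SD, n = 121 promoters) and 0.387 ± 0.240 (SD, n = 83 promoters), a difference the test did not separate from chance (permutation test, p = 0.259). Under the stricter threshold the difference was 0.0129. Both sets lay below the 7883 promoters open in every library, at 0.647 ± 0.158 (SD), and above the 8149 promoters with no peak, at 0.247 ± 0.175 (SD).

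**Figure D4:**
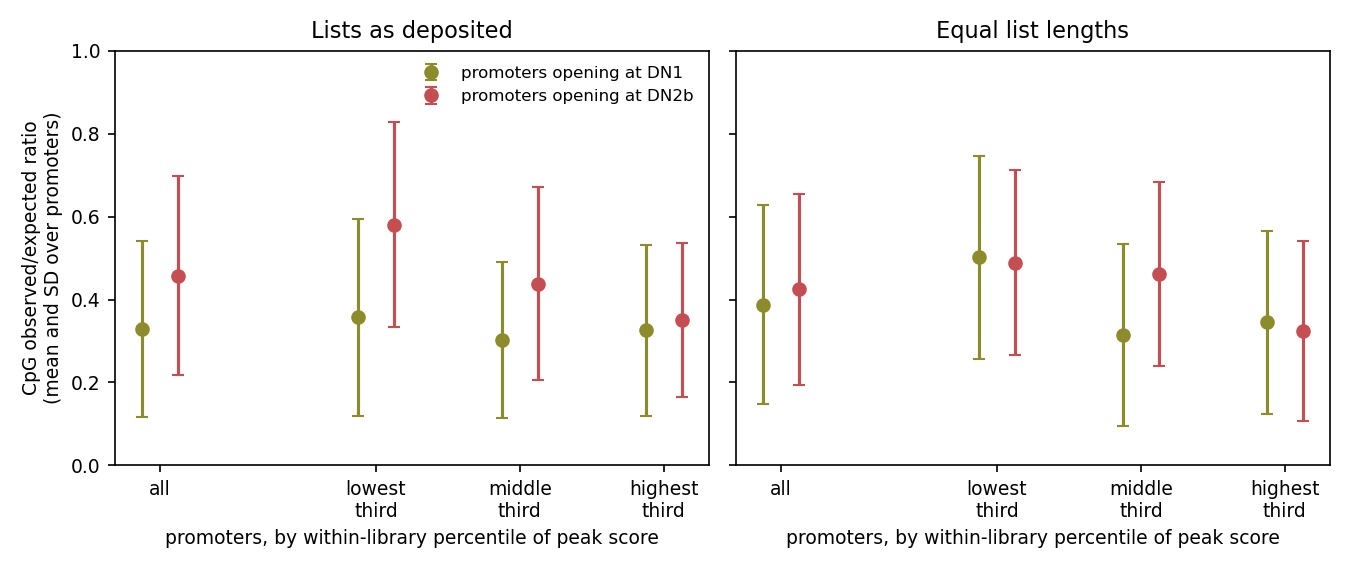
Mean and SD over promoters of the CpG observed/expected ratio for promoters opening at DN1 (olive) and at DN2b (red), for all promoters of a set and by tercile of the peak's score percentile, for lists as deposited and at equal list lengths. Among promoters opening at DN2b the mean falls from 0.581 in the lowest-scoring tercile to 0.351 in the highest as deposited, and from 0.489 to 0.324 at equal lengths.

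The number of open promoters in the T lineage list was 3.67 ± 0.577 (SD, n = 3) of 20 in LSK, 8 ± 1.41 (SD, n = 2) in DN1, 11 ± 0 (SD, n = 2) in DN2a, 15 ± 2.83 (SD, n = 2) in DN2b and 0.667 ± 1.15 (SD, n = 3) in IgG. All 4 DN2 libraries had at least 11 and none of the other 8 more than 9, and the difference in means was 9.38 (exact permutation test, p = 0.00202, adjusted p = 0.00606). This p-value treats libraries as exchangeable, although by the methods DN2a and DN2b libraries can share an LSK isolate. With equal list lengths the difference was 9.13 with the same p-value. The HSPC list did not differ between DN2 and the other libraries (13.5 ± 1.29, n = 4, and 12 ± 2.33, n = 8, exact permutation test, p = 0.352, adjusted p = 0.459), nor did the myeloid list (7.25 ± 1.26, n = 4, and 9.38 ± 4.17, n = 8, exact permutation test, p = 0.459, adjusted p = 0.459). With equal list lengths the differences were -1.5 for HSPC (p = 0.192), a change of sign, and -4.38 for myeloid (p = 0.218), again not past the threshold in the exact permutation test. These comparisons pool IgG with LSK and DN1. At equal lengths the HSPC means were 13 in LSK, 11.5 in DN1, 10 in DN2a, 9.5 in DN2b and 9.33 in IgG. Every DN2 library then had fewer open HSPC promoters than every LSK and DN1 library. As deposited the means were 13.7, 13.5, 12.5, 14.5 and 9.33 in the same order, with no such fall. DN2 was not tested against LSK and DN1 alone.

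Of the 6 genes the study drew, Il2ra and Cd3e had a promoter peak in all 4 DN2 libraries and in none of the other 8, under both list lengths. Il2ra encodes CD25, and the methods sorted DN1 cells as CD25-negative and DN2 cells as CD25-positive. The Il2ra difference between DN1 and DN2 is therefore not independent of the sort. Il2ra (ENSMUSG00000026770.5, chromosome 2 from 11642807 to 11693193, plus strand) has a CpG ratio of 0.140. Its highest-scoring peak lay in a UTR or just outside the gene and stood at percentile 87.1 ± 3.35 (SD, n = 2) of its library in DN2a and 91.4 ± 2.28 (SD, n = 2) in DN2b. Cd3e (ENSMUSG00000032093.7, chromosome 9 from 44998740 to 45009627, minus strand) has a ratio of 0.376. Its top peak lay in an intron and stood at percentile 71.3 ± 3.95 (SD, n = 2) in DN2a and 95.7 ± 4.32 (SD, n = 2) in DN2b. Rag1 (ENSMUSG00000061311.6, chromosome 2 from 101638282 to 101649501, minus strand, ratio 0.213) was open in all 6 Delta1-cultured libraries, and at equal lengths in 4.

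Bcl11b (ENSMUSG00000048251.15, chromosome 12 from 107910403 to 108003602, minus strand, ratio 0.856) was open in 9 libraries, all but IgG. Its top peak lay outside the gene, at -530 to -590 bp from the start site, so that with a 500 bp window it was open in 2 libraries. LSK peaks there ranked low, at percentile 18.2 ± 10.9 (SD, n = 3), against 96.9 ± 0.710 (SD, n = 2) in DN2b, and at equal lengths the 6 Delta1-cultured libraries alone had a peak. Hes1 (ENSMUSG00000022528.8, chromosome 16 from 30064384 to 30067796, plus strand, ratio 0.839) was open in all 12 libraries. It stood at percentile 87.6 ± 1.71 (SD, n = 3) in LSK, 98.0 ± 0.0498 (SD, n = 2) in DN1 and 27.0 ± 10.3 (SD, n = 3) in IgG. The top peak lay at 827 to 887 bp from the start site in Delta1-cultured libraries and at -93 to -113 bp in LSK. These percentiles thus rank different peaks. Under the stricter threshold Hes1 was open in 9. Nrarp (ENSMUSG00000078202.3, chromosome 2 from 25180758 to 25183339, plus strand, ratio 0.777) was open in 11, missing in IgG replicate 2.

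Besides Il2ra and Cd3e, the promoters opening at DN2b with the highest score percentiles were those of Slc16a5, Hdac7 and Sec1. Slc16a5 (ENSMUSG00000045775.15, chromosome 11 from 115462474 to 115474398) was open in all 4 DN2 libraries, with its top peak in a coding exon at percentile 76.1 ± 1.02 (SD, n = 2) in DN2a and 96.1 ± 2.29 (SD, n = 2) in DN2b. Hdac7 (ENSMUSG00000022475.19, chromosome 15 from 97792664 to 97844502) and Sec1 (ENSMUSG00000040364.8, chromosome 7 from 45677686 to 45694402) were open in the 2 DN2b libraries alone, at percentiles 78.2 ± 14.6 (SD, n = 2) in a UTR and 76.5 ± 10.8 (SD, n = 2) between genes. Counting every protein-coding start site, Hdac7 was open in 5 libraries, and with a 500 bp window Sec1 was open in 0.

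Among promoters opening at DN1, those of Olfr525, Gm49403, Lbhd1 and C1qtnf1 were among the highest-scoring, each open in all 6 Delta1-cultured libraries. Olfr525 (ENSMUSG00000061489.3, chromosome 7 from 140320858 to 140327625), with its peak in an intron, stood at percentile 16.2 ± 9.18 (SD, n = 2) in DN1 and 95.6 ± 3.03 (SD, n = 2) in DN2b, and had no DN1 peak at equal lengths. Gm49403 (ENSMUSG00000116166.1, chromosome 19 from 8883930 to 8887258) and Lbhd1 (ENSMUSG00000096740.8, same chromosome from 8883732 to 8892627) overlap and share their peaks, at 88.9 ± 0.295 (SD, n = 2) in DN1. C1qtnf1 (ENSMUSG00000017446.14, chromosome 11 from 118428203 to 118449963) stood at 69.2 ± 4.66 (SD, n = 2) in DN1, and with every start site counted it was open in 11 libraries.

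Promoters open in all LSK and IgG libraries and in no Delta1-cultured library numbered 8, and 32 at equal list lengths. Hoxa5 (ENSMUSG00000038253.6, chromosome 6 from 52201754 to 52204587), with its peak in a UTR, stood at percentile 63.7 ± 14.4 (SD, n = 3) in LSK and 74.5 ± 3.96 (SD, n = 3) in IgG. Mgst1 (ENSMUSG00000008540.11, chromosome 6 from 138140316 to 138156755) stood at 37.7 ± 5.81 (SD, n = 3) in LSK and 79.4 ± 9.82 (SD, n = 3) in IgG. At equal lengths Mgst1 was open in 1 LSK library and in the 3 IgG libraries. Tnfaip6 (ENSMUSG00000053475.5, chromosome 2 from 52038009 to 52056686) and Arhgap24 (ENSMUSG00000057315.14, chromosome 5 from 102481391 to 102897937) ranked low in LSK, at 24.3 ± 7.16 (SD, n = 3) and 28.5 ± 11.96 (SD, n = 3), and at equal lengths both were open in the 3 IgG libraries alone. Hk3 (ENSMUSG00000025877.14, chromosome 13 from 55005985 to 55021385) stood at 50.6 ± 10.1 (SD, n = 3) in LSK. With a 2.5 kb window Hk3 was open in 12 libraries, as was Arhgap24 with every start site counted.

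**Figure D5:**
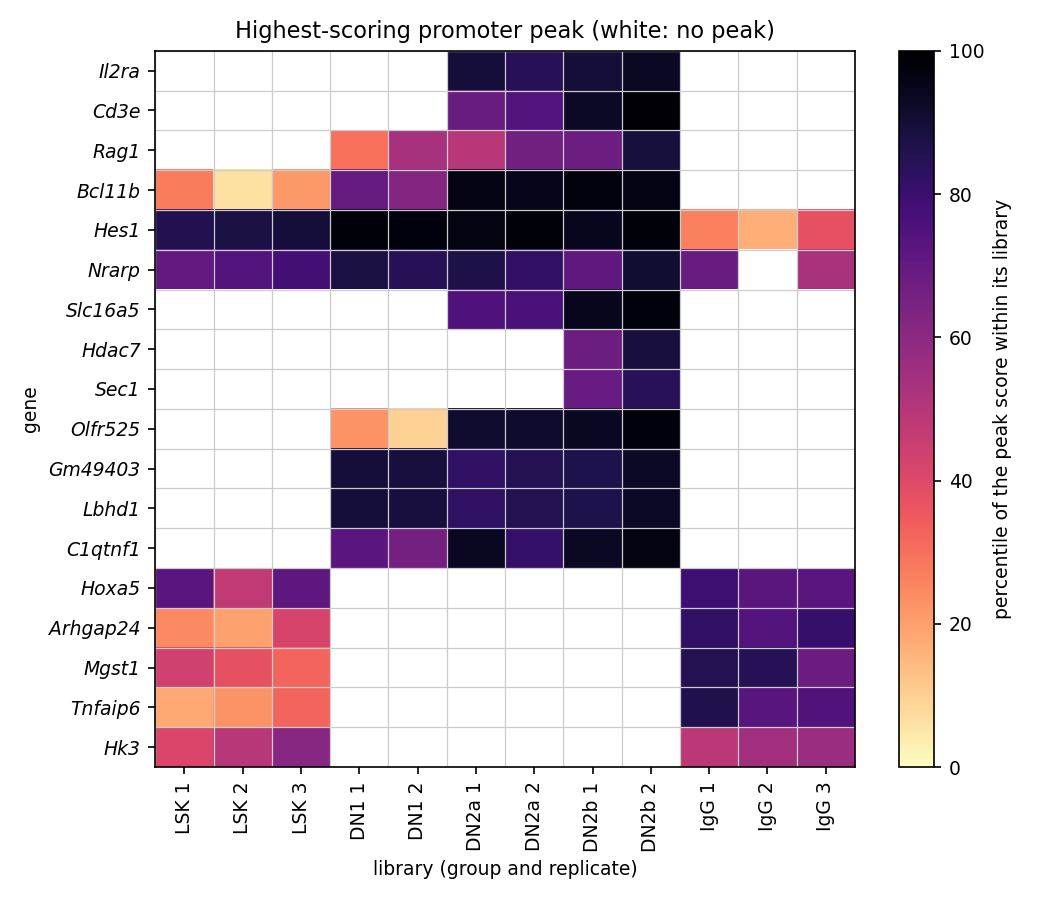
Percentile of the highest-scoring promoter peak within its library (colour, white for no peak) for the named genes (rows) in the 12 libraries (columns). Il2ra, Cd3e and Slc16a5 have peaks in the 4 DN2 libraries, and Hes1 has a peak in all 12.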

Values the study reported

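The study reported 170,269 DHS regions over the stages examined. It placed the midpoints of 27,000+ of them, or ∼16%, at promoters of protein-coding genes, and counted roughly 26,000 DHSs common to every stage. After accessibility and expression criteria together, it listed 114 low-dose-responsive and 38 high-dose-dependent promoters. The mean observed/expected CpG ratio was given as 0.427 for the high-dose-dependent set and 0.595 for the low-dose-responsive set. Single promoters had ratios of 0.14 (Il2ra), 0.375 (Cd3ε) and 0.215 (Rag1).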

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

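The tests in this part were chosen after the values had been seen. Chromosome Y was left out of the comparisons. On it, the promoters of 4 genes (Ddx3y, Uty, Eif2s3y and Kdm5d) were looked at, and 4 libraries had more of them open than any IgG library, which is why they are given here. LSK replicate 2 had all 4 open, and LSK replicate 1, LSK replicate 3 and DN1 replicate 1 had 3. DN2b replicate 1 and IgG replicate 1 had 2. The remaining 6 libraries had none. The length of the peak list as the cause is argued against by 4 libraries with no Y-linked promoter peak whose lists are longer than the shortest list that has one, among them DN2b replicate 2 with 111582 peaks. The sex of the animals stays open. Peaks lay within 2 kb of Xist, on chromosome X from 103460366 to 103483254, in 11 libraries, with 0 in LSK replicate 2. Pools of cells from female and male animals are a candidate explanation for the 5 libraries that have both kinds of peak. That cannot be told apart from peaks at Xist in male cells, since no library here is labelled by sex. All 3 LSK libraries, and 3 of the 9 cultured libraries, had Y-linked promoter peaks, so sex, if it differs, is partly confounded with culture.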

How the results depend on the processing

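Alternatives were planned before the data were examined, except counting overlapping promoters once and equal lengths together with a 500 bp window, which were chosen after. No paired analysis was possible because the labels give no replicate numbers that pair libraries across groups, although the methods take DN1, DN2a and DN2b cells from each LSK replicate. The p-values therefore hold only as far as libraries that share an isolate are independent. Peak number has no value at equal list lengths, where all lists hold 32952 peaks.

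The higher similarity of replicates passed 0.05 under every alternative that left at least 2 libraries per group, as did the DN2 excess in the T lineage list under every alternative. The HSPC difference of 1.5 promoters, itself not past the threshold, was -1.5 at equal lengths, -0.125 under the stricter threshold and -1.13 with every start site. The higher CpG ratio at DN2b was no longer past 0.05 at equal lengths (0.0381), under the stricter threshold (0.0129) and at equal lengths with the 500 bp window (0.0393), and stayed past it under every other alternative that kept all libraries. The promoter share of IgG minus Delta1-cultured libraries, 7.20 percentage points as deposited, was -2.79 at equal lengths and 9.80 under the stricter threshold, which leaves the lists as unequal as before. List length as a cause was looked at for this result, the CpG difference, the split of DN2a and DN2b and the gains from LSK to DN1. The values, and the limits of these tests, are under the other observations. For the other changed results the cause was not tested.

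Most counts of DHSs were lower with fewer peaks, but those of the LSK and IgG pattern and of the DN2 pattern rose at equal lengths, to 342 and 1524. At equal lengths and under the stricter threshold there were 76883 and 77455 consensus DHSs, 16250 and 15873 shared by 4 stages, 6267 and 10953 gained at DN1, and 3262 and 4281 gained at DN2b. The stricter threshold gave 2936 gained at DN2a. With presence in 1 replicate, 45935 were shared and 41015, 13317 and 27987 were gained at DN1, DN2a and DN2b. DHSs gained in all Delta1-cultured libraries numbered 1417 at equal lengths and 7920 with 1 exception. Those in all LSK and IgG libraries numbered 68 under the stricter threshold and 577 with 1 exception, and those of the DN2 pattern 4819 with 1 exception. Promoters opening at DN1 numbered 83 at equal lengths, 71 at equal lengths with the 500 bp window, and 386 with 1 comparison library allowed, which gave 286 at DN2b.

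Differing DHSs between groups at equal lengths and under the stricter threshold were 7635 and 9242 for LSK and DN1, 12851 and 11650 for LSK and DN2b, 10986 and 10011 for LSK and IgG, 6414 and 7559 for DN1 and DN2a, 10471 and 9131 for DN1 and DN2b, 14092 and 19617 for DN1 and IgG, 3998 and 3685 for DN2a and DN2b, 15732 and 15157 for DN2a and IgG, and 18263 and 19172 for DN2b and IgG. For LSK and DN2a the stricter threshold gave 8738. Gained minus lost DHSs from LSK to IgG, -9130 as deposited, was 160 at equal lengths.

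Over the 12 analyses that each left out 1 library, the share of variance in promoter share ran from 0.726 (without IgG replicate 2, p = 0.0626 in the exact permutation test) to 0.921. Gains ran from 19680 to 46812 at DN1 (highest without DN1 replicate 2), from 2513 to 15273 at DN2a (lowest without DN1 replicate 2, highest without DN2a replicate 2) and from 5982 to 47023 at DN2b (highest without DN2b replicate 1). The LSK and IgG pattern ran from 170 to 303 (highest without DN1 replicate 1) and the DN2 pattern from 1299 to 2464 (highest without DN2a replicate 2). Promoters opening at DN1 ran from 202 to 539 (without DN1 replicate 2), those opening at DN2b from 127 to 586 (without DN2b replicate 1), and the CpG difference from 0.0701 (without DN1 replicate 2) to 0.129. Differing DHSs ran from 15224 to 37851 for LSK and DN1, 14000 to 27252 for LSK and DN2a, 20085 to 59589 for LSK and DN2b, 12971 to 35939 for DN1 and DN2a, 16199 to 48130 for DN1 and DN2b, 34686 to 64094 for DN1 and IgG, 7352 to 41180 for DN2a and DN2b, 25774 to 43556 for DN2a and IgG and 35270 to 83128 for DN2b and IgG. In each of these 9 pairs the highest value came from leaving out a library of a group of 2, which leaves 1 list to stand for the group. Gained minus lost DHSs from DN1 to DN2b ran from -17219 to 28728 and changed sign without DN1 replicate 1 (889) and without DN2b replicate 1.

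Among single genes, single DHSs and promoter shares of DHSs, 16 other results moved in 41 comparisons with an alternative that kept all libraries. Leaving out 1 library moved 11 results in 18 comparisons, all of them promoter shares of DHSs or gained minus lost DHSs.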

Other observations

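The counts over other splits of the libraries, and the values at equal list lengths as alternatives, were planned before the data were examined. Their use to weigh an explanation, and the remaining tests in this part, were chosen after the results had been seen.

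With the lists as deposited, 1 of the 100 splits of the 12 libraries, the real one, gave as many DHSs as the Delta1 pattern (3226), 3 of 100 as many as the LSK and IgG pattern (168) and 1 of 100 as many as the DN2 pattern (1291). For the Delta1 and the LSK and IgG patterns, other splits were counted in their larger direction, which can only raise these shares. The same was done for the promoters below. At equal lengths the real split alone gave as many for each, or 1 of 100. Promoters open in all LSK and IgG libraries and no Delta1-cultured library were matched or exceeded by 2 of 100 splits, the real one included, as deposited (8 promoters) and by 1 of 100 at equal lengths (32 promoters). For LSK against IgG, 1 of the 10 splits of the 6 libraries, the real one, gave as many differing DHSs under both list lengths, and 10 splits cannot give a smaller share.

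Library numbers in the titles place all 6 Delta1-cultured libraries and IgG replicate 1 in 1 run of 7 numbers, which the labels do not call a batch. If that run had made the Delta1 pattern, IgG replicate 1 would carry it. Of 3272 DHSs open in all Delta1-cultured libraries and in no LSK library, IgG replicate 2 or IgG replicate 3, IgG replicate 1 had a peak in 1.41% (95% Wilson interval 1.06% to 1.87%). The same measure was 1.41% for IgG replicate 2 and 3.47% for IgG replicate 3, which carry later numbers. That argues against the run of numbers as the source. Culture with Delta1 stays open as a hypothesis for these DHSs, together with differences between cultures that the labels do not record. Sorting is another, since the methods describe a sort by surface markers for DN cells and none for IgG cultures. A further technical question, the length of the lists, bears on the number of DHSs. At equal lengths 1417 had the pattern, against a highest count of 79 in other splits. How many of these were among the 3226 of the deposited lists was not counted.

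Promoters opening at DN1 numbered 202 as deposited. That is higher than the count quoted from the study above. At equal list lengths they numbered 83, which is lower than that count. Promoters opening at DN2b numbered 127 as deposited and 121 at equal list lengths. Both are higher than the count quoted for the high-dose-dependent set. The mean CpG ratio of promoters opening at DN1 was 0.328 as deposited and 0.387 at equal lengths. Both are lower than the ratio quoted from the study for its low-dose-responsive set. For promoters opening at DN2b the mean was 0.458 as deposited and 0.425 at equal lengths. These lie on either side of the ratio quoted for the high-dose-dependent set. The sets are not alike. Those here were made by the presence of peaks alone, with no expression criterion, and leave out promoters open in LSK, while the low-dose-responsive set of the study also takes in promoters already open in LSK that open further in DN1. The CpG ratios of the sets can therefore not be set against each other.

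In the lists as deposited, promoters opening at DN2b had the higher CpG ratio. Weakly scored peaks in the longer lists are a candidate explanation. At equal list lengths the difference shrank to 0.0381 and could not be told from 0. Most promoters in those sets were others, with 18 of 121 shared with the deposited set for DN2b and 39 of 83 for DN1. The equal-length difference therefore cannot tell weak peaks from a change of promoters. Under the stricter threshold, which keeps the lists unequal, the difference was 0.0129, so unequal length is not shown to be the cause. Within the DN2b set the mean ratio was 0.581 ± 0.247 (SD, n = 43) in the lowest-scoring tercile and 0.351 ± 0.186 (SD, n = 42) in the highest (permutation test, p = 4e-05), and at equal lengths 0.489 ± 0.223 (SD, n = 41) and 0.324 ± 0.217 (SD, n = 40, permutation test, p = 0.00103). The DN1 set as deposited showed no such difference (permutation test, p = 0.569), and at equal lengths it did (p = 0.0117). Strongly scored promoters opening at either stage were thus poor in CpG, at 0.351 for DN2b and 0.326 for DN1. Whether expression separates the sets was not tested.

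IgG libraries had more open promoters of the myeloid list than any other library, from 13 to 15 of 20 against 6 to 9 in the other 9 libraries (exact permutation test, p = 0.00455, the smallest that 220 splits can give, adjusted p = 0.00682 over 3 lists). The difference in means was 7.56. List length as the cause is argued against by all 9 libraries of the other groups, each of which had a longer list than any IgG library and fewer of these promoters. The difference at equal list lengths is no test of this, since trimming hardly touches the IgG lists. In all 3 IgG libraries 11 of these promoters were open, and 4 of them (S100a8, S100a9, Ngp and Ly6c2) in none of the other 9. The T lineage and HSPC lists were lower in IgG as deposited (p = 0.0227 and p = 0.00455, exact permutation tests), but not past 0.05 at equal lengths (p = 0.0591 and p = 0.105). Culture without Notch ligand that lets cells turn towards myeloid fates is one hypothesis, and a share of mature myeloid cells in the IgG cultures is another. The methods sorted LSK and DN cells by surface markers and describe no such sort for the IgG cultures. Sorting could thus have removed myeloid cells from the other 9 libraries alone. No value here separates these explanations.

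The DN2 excess in the T lineage list did not rest on the 4 genes of the list that the study drew. Without them the difference was 6.25 promoters of 16 (exact permutation test, p = 0.00606), and list length is argued against by the difference of 9.13 at equal lengths. DN2 cells also received IL-7, so stage and IL-7 are confounded in this comparison, and DN2 libraries can share an isolate.

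The higher promoter share of peaks in IgG cannot be told apart from an effect of list length. IgG minus Delta1-cultured libraries was -2.79 percentage points at equal lengths. Trimming hardly touches the IgG lists, though, and keeps only the highest-scoring peaks of longer lists. With it the share rose from 23.1% to 35.9% in DN2b and from 30.1% to 31.8% in IgG, so the change of sign is no clean test. Under the stricter threshold, which keeps the lists unequal in the same proportion, the excess was 9.80. List length can account for the pairing of DN2a replicate 1 with DN2b replicate 2, the longer lists of their groups. At equal lengths the highest other split gave 1483 DHSs, under the 3998 of the real one. The excess of gained over lost DHSs from LSK to DN1 cannot be told apart from an effect of list length. Gains were 86.9% of differing DHSs as deposited and 56.3% at equal lengths, but equal lengths by construction hold gains and losses near balance.

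The DHS upstream of Il2ra was open in DN1, where the Il2ra promoter had no peak and cells were sorted for lack of its product, CD25. This raised the hypothesis that distal sites gained at DN1 mark promoters that open at DN2b. Of the 127 such promoters, 51.2% had a distal DHS open in both DN1 libraries and no LSK or IgG library within 50 kb. Of all 8149 promoters with no peak in any library, 28.003% had one. In 10000 draws from these promoters, matched for the number of other DHSs within 50 kb, the share averaged 45.4% (95% of draws from 37.0% to 53.5%, one-sided p = 0.102 from these draws, with no permutation of libraries). With equal lengths it was 24.2% of 120 matched promoters against 19.3% (12.5% to 26.7%, p = 0.108 from draws, with no permutation). The number of other DHSs nearby thus went with much of the difference from closed promoters. The remainder was inside the range of the draws. The other DHSs used for matching included sites gained at DN2a and DN2b, so the matching can itself remove part of a real excess. The hypothesis was thus neither supported nor excluded. This matching was chosen after a first version, which also counted the DN1 DHSs under test and was dropped for that reason.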
